# The cat’s out of the bag: *Toxoplasma gondii* provides further insight into myeloid-mediated host defense

**DOI:** 10.1093/immhor/vlaf037

**Published:** 2025-08-25

**Authors:** Madison L Schanz, Fengdi Zhao, Kamryn E Zadeii, Li Chen, Américo H López-Yglesias

**Keywords:** immunoparasitology, innate immunity, myeloid cells, T-bet

## Abstract

The obligate intracellular protozoan pathogen *Toxoplasma gondii* is estimated to infect a third of the world’s population. Toxoplasmosis is considered a significant worldwide disease that can lead to morbidity or death in immunocompromised individuals. Host defense against *T. gondii* has been demonstrated to be dependent on a rapid myeloid cell and lymphocyte response working in concert to quickly eliminate the invading pathogen. Classically, T-bet–dependent group 1 innate lymphocytes (ILC1s), natural killer (NK) cells, and CD4^+^ T cell–derived interferon-γ (IFN-γ) are considered indispensable for host resistance against *T*. *gondii*. However, recent discoveries have illustrated that T-bet is not required for NK cell– or CD4^+^ T cell–derived IFN-γ. Yet, lack of T-bet still results in rapid mortality, pointing to a T-bet–dependent myeloid cell–mediated host defense pathway. This review summarizes the myeloid cell–mediated immune response against *T*. *gondii* and provides insights into the lesser known components of the T-bet–dependent myeloid cell–dependent host defense pathway for pathogen clearance.

## Introduction

The apicomplexan obligate intracellular parasite and the causative agent of toxoplasmosis, *Toxoplasma gondii*, can infect virtually all nucleated cells of warm-blooded animals, including humans. *T*. *gondii* transmission typically occurs from unintentional ingestion of feline fecal matter, foodborne transmission via undercooked meats or contaminated produce, and congenital transmission via infection during pregnancy that can lead to the parasite crossing the placental barrier and infecting the fetus. Approximately a third of the human population tests seropositive for the parasite, making *T*. *gondii* a global health burden and concern.

Following the consumption of the parasite, *T*. *gondii* will ultimately evade clearance and transform into slow-growing cysts within neurons and other tissues, leading to a lifelong infection.^1^ Notably, individuals that are chronically infected and develop an immunocompromised status due to medications (i.e. chemotherapy or radiation therapy), infection (i.e. HIV/AIDS), or cancer (i.e. leukemia, lymphoma, or multiple myeloma) will lead to reactivation of the parasite and uncontrolled parasite growth. Parasite reactivation can lead to toxoplasmosis encephalitis, resulting in brain inflammation and necrosis.

In immunocompetent individuals, *T*. *gondii* generally causes mild flu-like symptoms that typically go unnoticed and untreated. Mild symptoms caused by *T. gondii* are due to a rapid and robust type 1 immune response characterized by indispensable CD4^+^ T helper 1 (Th1) cell–derived interferon-γ (IFN-γ). The parasite-mediated Th1 response has been classically considered to be T-bet dependent, yet recent studies by our group and others have revealed that T-bet–independent natural killer (NK) cells, CD8^+^ T cells, and Th1 cells remain functional mediators of IFN-γ during acute infection.^2^^,^^3^ Despite the presence of NK-, CD8^+^-, and Th1-derived IFN-γ in the absence of T-bet, *Tbx21*-deficient mice rapidly succumb to *T. gondii* infection,^3–5^ suggesting a T-bet–dependent myeloid cell–mediated host defense pathway. This review examines the individual roles of myeloid cells in the innate immune response to *T*. *gondii* and aims to delineate how the transcription factor T-bet mediates myeloid cell–dependent host resistance against intracellular pathogens.

### Myeloid cell–mediated host defense

The innate immune system is comprised of specialized myeloid cells and lymphocytes, which work in concert to rapidly clear invading pathogens. *T. gondii* is a robust inducer of the type 1 immune response, defined by IFN-γ production, which is indispensable for host resistance during infection.^6^ Our group and others have shown that during the acute stage of *T. gondii* infection, myeloid cells must work in tandem with group 1 innate lymphoid cells (ILC1s), NK cells, and Th1 cells to generate a rapid and protective IFN-γ response. During *T*. *gondii* infection, the myeloid cells that have been shown to play key roles in host defense are neutrophils, monocytes, macrophages, dendritic cells (DCs), and a recently identified subpopulation CD11c^+^MHCII^−^ myeloid cells (Fig. 1).^4^ The transcription factor T-bet, encoded by *Tbx21*, has classically been defined as the master regulator of IFN-γ; however, our group recently showed that T-bet–expressing CD11c^+^MHCII^−^ myeloid cells (TMCs) play an important role in host resistance during acute *T. gondii* infection.^4^ Determining T-bet’s role in myeloid cell–mediated innate defense is critical to further our understanding of the mechanisms that eliminate *T. gondii* and prevent the parasite’s progression to the host’s central nervous system (CNS), where it will ultimately establish a lifelong infection. Herein, we discuss the individual myeloid cells involved in mediating protective immunity against *T. gondii* to better our understanding of host defense against *T. gondii* and similar intracellular pathogens.

**Figure 1.**
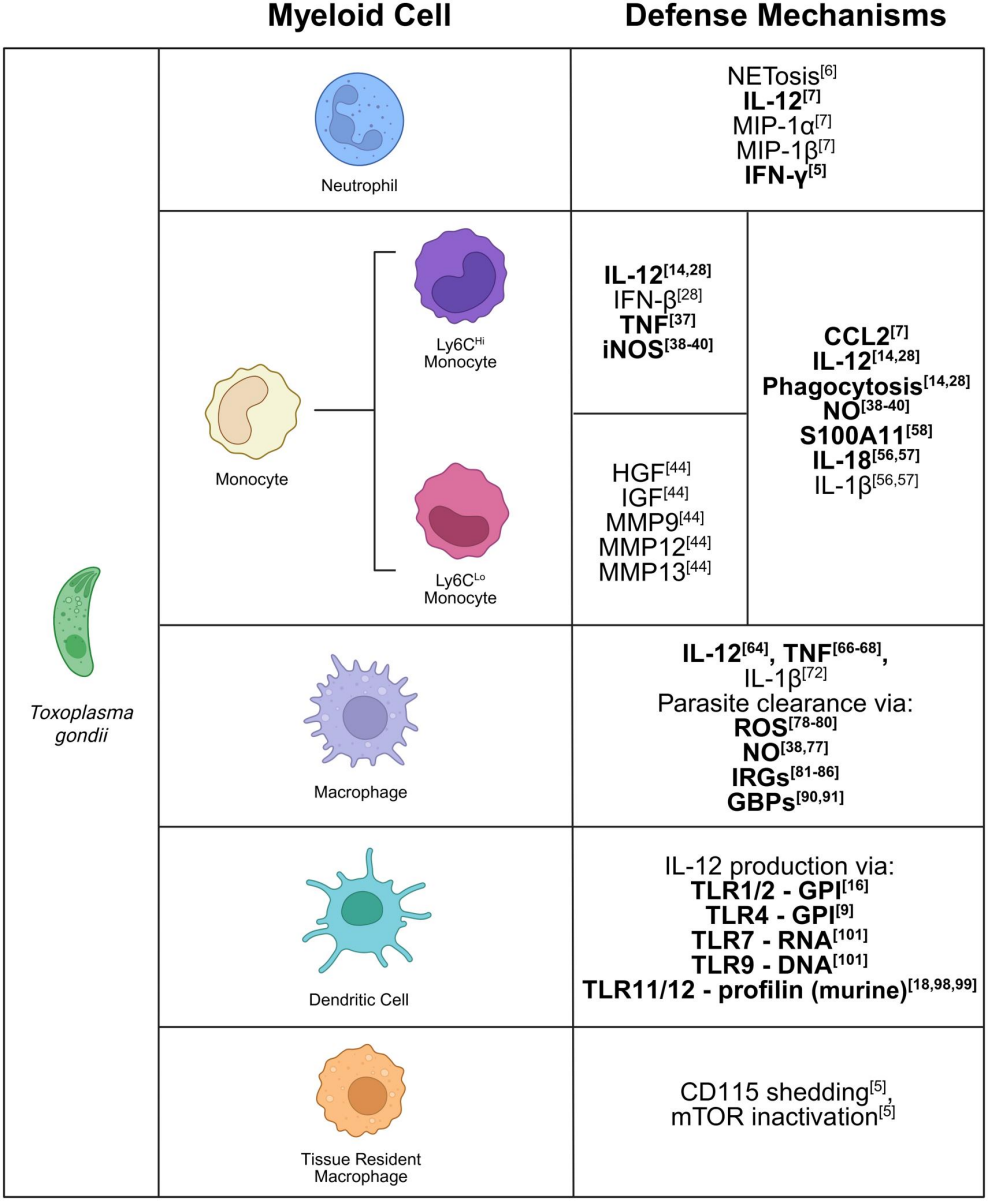
Myeloid cells involved in innate defense against *T. gondii*. Myeloid cells, such as neutrophils, monocytes, macrophages, DCs, and TRMs, employ a variety of defense mechanisms via cytokine production, chemoattractant release, and specialized antimicrobial mechanisms such as NETs, oxygen radicals, IRGs, and GBPs. This multifaceted functionality is critical for recruiting additional innate immune cells, initiating trained immunity, priming of the adaptive immune response, and ultimately, rapid parasite clearance. While the protective measures for each cell type vary greatly, overlap in overall function of such measures between multiple cell types highlights the need for redundant processes to ensure host survival. Emboldened text indicates pathways that have been established as directly relevant to host defense against *T. gondii.* Created in BioRender (https://biorender.com/c91w081).

## Neutrophils

Neutrophils have been well-studied in host defense against numerous microbial pathogens and are critical first responders to infection. They have been proven to provide several unique antiparasitic mechanisms contributing to host defense against *T*. *gondii*. A key antimicrobial function of neutrophils is the release of neutrophil extracellular traps (NETs), weblike structures composed of DNA fibers, histones, and antimicrobial proteins that have been demonstrated to play a role in trapping viruses, bacteria, fungi, and protozoans.^7^ To elucidate the role of this specialized antimicrobial mechanism, in vitro examination of fully functional neutrophils acting against tachyzoites was compared with neutrophils with DNase-deactivated NETs.^7^ This study illustrated that NETs provide an important defensive mechanism against *T. gondii* via a mitogen-activated protein kinase and extracellular signal-regulated kinase, independent of the MyD88 pathway.^7^ These data suggest that NETs are able to kill the parasite due to its entrapment and subsequent inability to enter host cells, leaving *T. gondii* unable to harvest nutrients and proliferate.^7^ Although this mechanism provides a hypothesis for parasite elimination, the specific mechanism for NET-mediated parasite death remains unknown, and further studies are needed to elucidate the significance of NETs during *T. gondii* infection in vivo.

Additional studies have shown that neutrophils are a notable source of interleukin (IL)-12, tumor necrosis factor (TNF), MIP-1α (macrophage inflammatory protein 1α) (also known as CCL3), and MIP-1β (also known as CCL4), which are expressed independent of pathogen-associated molecular pattern (PAMP) recognition via Toll-like receptors (TLRs).^8^ These proinflammatory cytokines were demonstrated to play a key role in the recruitment of macrophages to the site of infection and in T cell activation.^9^ Moreover, murine neutrophils are capable of recognizing *T. gondii* surface GPI (glycosylphosphatidylinositol) anchors via TLR2, generating the production of CCL2, which is critical for monocyte recruitment.^8^ However, TLR2-deficient mice remain capable of initiating a protective immune response against *T. gondii*, signifying that TLR2 plays a limited role for host defense against the parasite.^10^

Early studies utilizing *Cxcr2*-deficient mice set out to investigate the role of neutrophils in host defense against an acute intraperitoneal (i.p.) *T. gondii* infection. The absence of CXCR2 resulted in defective neutrophil recruitment and an increase in parasite burden at the site of infection.^11^ Yet, CXCR2 is also expressed on basophils, monocytes, macrophages, NK, NKT, and T cell subsets. This suggests conclusions from studies utilizing *Cxcr2*^−/−^ mice could overexaggerate the role of neutrophils in host defense against *T. gondii*. Thus, to clarify the importance of neutrophils in host resistance against *T. gondii*, experimentation involving the depletion of neutrophils was necessary. By performing antibody mediated depletion using RB6-8C5 (GR-1), studies concluded that neutrophils are essential for innate defense against the protozoan parasite as GR-1 treated mice showed significant decreased cytokine expression, diminished T cell recruitment, and increased parasite burden.^12^^,^^13^ However, these interpretations were skewed due to this initial use of the GR-1 antibody, which binds not only the neutrophil-specific antigen, Ly6G, but also additional Ly6 family members, including Ly6C, a classic monocyte marker.^14^ To distinguish the individual role of neutrophils and monocytes during acute *T. gondii* infection, further studies were conducted by depleting neutrophils with the monoclonal antibody 1A8, which is specific to Ly6G.^15^ Neutrophil depletion using 1A8 showed nearly complete loss of Ly6G^+^ neutrophils while maintaining Ly6C^Hi^ monocytes and were able to control parasite replication with no change in host susceptibility.^15^ Meanwhile, mice administered GR-1 showed depletion of both Ly6G^+^ neutrophils and Ly6C^Hi^ monocytes, with a significant increase in parasite burden and rapid host mortality, suggesting that while neutrophils play a limited role in host defense, monocytes are an indispensable cell type for host resistance against *T*. *gondii.*^15^ Utilizing *Ccr2*^−/−^ mice, which demonstrated a lack of monocyte recruitment with no neutrophil defect, resulted in uncontrolled parasite replication and rapid host mortality, establishing that neutrophils play a limited role in host resistance against *T*. *gondii* infection.^15^

More recent studies have shown that neutrophils are capable of expressing IFN-γ during their development under homeostatic conditions.^16^ It has also been established that neutrophil-derived IFN-γ is TLR- and IL-12-independent; yet, IFN-γ secretion by neutrophils requires microbial or inflammatory environment-mediated degranulation of primary granules containing IFN-γ.^16^ Host defense against *T*. *gondii* is dependent on the TLR and IL-1R adaptor molecule MyD88, which is required for inducing IFN-γ in NK and T cells.^10^^,^^17^^,^^18^ Lack of MyD88 or IFN-γ results in rapid host mortality; however, in the absence of TLR11, the sensor for profilin recognition, the host remains resistant to *T*. *gondii* infection.^19^^,^^20^ Meanwhile, in the human genome, *TLR11* is a pseudogene and nonfunctional.^21^ Strikingly, depletion of NK cells or T cells from *Tlr11*^−/−^ mice did not affect overall IFN-γ production.^16^ Utilizing lymphoid-deficient (*Rag2*^−/−^*γc*^−/−^) mice it was identified that neutrophils are a critical source of IFN-γ during *T*. *gondii* infection and in the absence of TLR11 neutrophil-derived IFN-γ is essential for host resistance against parasitic infection.^22^ These results provide a potential mechanism for the human immune response against the parasite, wherein TLR11 is nonfunctional, as it is demonstrated that in the absence of TLR11-dependent IL-12 lymphocyte activation, neutrophil-derived IFN-γ is essential for host immunity during acute *T. gondii* infection.^22^

As previously mentioned, humans lack a functional version of TLR11 and completely lack TLR12 from their genome, suggesting that neutrophils could play an expanded role in human resistance against the parasite.^21^ During acute infection with *T. gondii*, human neutrophils are activated upon exposure to tachyzoites in vitro, leading to an increased expression of cell surface markers. Such markers include CD66b, CD11b, CD15, CD62L, and CD88, along with increased reactive oxygen species (ROS) production and decreased expression of CD62L, all indicative of neutrophil activation.^23^ NET release also occurred after active tachyzoite coculture with human neutrophils, confirming that *T*. *gondii* mediates the release of neutrophil-derived NETs.^23^ It was further demonstrated that supplementing human neutrophils with IL-12 was sufficient to induce IFN-γ production, building on in vivo studies conducted utilizing *Nocardia asteroides* and *Salmonella enterica* serovar Typhimurium (*S*. Typhimurium).^24–26^ Additionally, human neutrophil–derived IFN-γ could be further augmented with the addition of IL-2 and IL-15, indicating that neutrophil-derived IFN-γ in humans may play a more significant role in immunity against *T. gondii* than their TLR11-sufficient murine counterparts.^24^ While neutrophil-mediated host defense against *T*. *gondii* plays a limited role in murine survival, studies on the role of neutrophils in humans could open new avenues for initiating protective responses against this global protozoan.

## Monocytes

Monocytes are critical sentinels of the innate immune system that provide a rapid response to microbial infections. Following the immediate infection with *T. gondii*, monocytes are produced in the bone marrow via IL-6 signaling.^27^ Emergency myelopoiesis is stimulated, and through priming via peripheral NK cell–derived IFN-γ, monocytes egress from the bone marrow and are subsequently recruited to the site of infection.^28^^,^^29^ Traditionally, monocytes are classically thought to be precursors to both macrophages and DCs, termed monocyte-derived macrophages and DCs; however, murine studies have shown that these cell types differentiate independently of monocytes, while monocytes develop into their own dynamic phagocyte-related cells.^30–32^ These monocytic derivations contribute to various physiological processes in ways that mimic both macrophage and DC activity.

In mice, there are two primary subsets of monocytes: classical (inflammatory) Ly6C^Hi^ CCR2^Hi^CX3CR1^Lo^ and patrolling Ly6C^Lo^CCR2^Lo^CX3CR1^Hi^. Inflammatory Ly6C^Hi^ monocytes are well characterized, known to be rapidly recruited to the site of infection, and critical for host defense against *T*. *gondii*. In the setting of an acute mucosal *T. gondii* infection, uncontrolled expansion of Gram-negative bacteria of the Enterobacteriaceae family mediates significant intestinal immunopathology,^33–36^ and the resulting host response leads to rapid recruitment of neutrophils in order to limit commensal interaction with the intestinal epithelium,^35^ which is regulated by Ly6C^Hi^ inflammatory monocytes in a prostaglandin E_2_–dependent manner.^37^ In addition to being key regulators of neutrophil-mediated pathology during *T. gondii* infection, Ly6C^hi^ monocytes are also critical for host resistance due to their antiparasitic effector mechanisms, including IL-12, IFN-β, and TNF production; phagocytosis; and upregulation of inducible nitric oxide synthase (iNOS).^15^^,^^29^^,^^38^ iNOS generates NO a toxic metabolite that deprives *T. gondii*, an arginine auxotroph, of arginine, rendering the pathogen incapable of undergoing replication.^39–41^ While it has been shown that iNOS plays a limited role during acute infection, additional studies show that iNOS production is important for host defense during the chronic stage of infection, where mice succumbed to infection and possessed a much higher parasite burden.^42^ NO-dependent mechanisms have been indicated to be critical for host defense orchestrated by microglia in the CNS, as demonstrated by the presence of *T. gondii* in microglia treated with an NOS inhibitor.^42^^,^^43^

As Ly6C^Hi^ monocytes maintain host defense against *T. gondii*, they are also precursors to patrolling Ly6C^Lo^ monocytes. The comparatively longer-lived Ly6C^Lo^ monocytes reside in tissues to ensure epithelial integrity and utilize a “rolling” motion to patrol vasculature and rapidly respond to infection.^44^ Patrolling monocytes have been found to be continually present within the vasculature and can rapidly extravasate upon recognition of inflammatory chemokines. Ly6C^Lo^ patrolling monocytes are key in anti-inflammatory and healing processes. They inhibit the inflammatory response via anti-inflammatory mechanisms such as engulfing apoptotic T cells and inhibiting T cell function through anti-inflammatory factors and high-mobility group box 1 (CD52-HMGB1) binding.^45^ During the phagocytic process, Ly6C^Lo^ cells produce matrix metalloproteinases (MMPs), such as MMP9, MMP12, and MMP13, accelerating extracellular matrix degradation and inhibiting fibrosis.^45^ During tissue repair and reconstruction, Ly6C^Lo^ cells secrete hepatocyte growth factor and insulin-like growth factor to promote wound healing and tissue regeneration.^45^ Furthermore, it has been shown that patrolling monocytes play a critical role in preventing lung tumor metastasis via recruiting and activating NK cells.^46^ Additional studies are needed to define the wide breadth of patrolling monocytes' functionality to better understand their role in the innate immune system for microbial host defense.

Recent results have revealed that during *T. gondii* infection, there is a significant increase of Ly6C^Lo^ monocytes in the blood, CNS, and tissues that had yet to be infected, suggesting that patrolling monocytes play an important role in protecting host tissues during acute toxoplasmosis.^47^ Additional studies have shown that the *T. gondii–*derived protein kinase ROP17 can contribute to the migration of monocytes to sites of infection via ROCK (Rho-associated kinase) signaling, indicating a parasite-dependent and independent mechanism to the recruitment and migration of monocytes to different sites of infection.^48^  *E2^−/−^* or Nur77 knockout mice, which lack patrolling monocytes, can help us understand how patrolling monocytes defend against *T*. *gondii* in future studies.^46^^,^^49^

An important contribution to host protection is the monocyte’s ability to develop trained immunity. This form of immunity is hypothesized to involve activation via plasma-soluble transfer factors or cytokines such as IL-1 or TNF.^50^ While the mechanistic qualities of trained immunity remain unclear, a possible route could involve reprogramming the transcriptional profile of the cell in a manner similar to TLR-induced chromatin modifications.^51^ In vivo studies have illustrated that cellular promoters exhibit transcription factor recruitment, increased histone acetylation, H3K4 trimethylation, and chromatin remodeling upon initial exposure to lipopolyaccharide.^51^ The high H3K4 trimethylation with increased levels of histone acetylation and accessibility upon secondary exposure leads to faster kinetics and a more efficient innate immune response downstream of accelerated transcription of antimicrobial genes.^51^ Bridging the gap between innate and adaptive immunity, this process of trained immunity involves a more effective second-exposure response to pathogens without the somatic diversification present in the adaptive immune cells. An early study suggested the effect of “trained immunity” against *T. gondii* using CBA mice treated with muramyl dipeptide (MDP).^52^ MDP is recognized by NOD2 signaling through nuclear factor κB (NF-κB), which stimulates epigenetic rewiring of macrophages and induces trained immunity.^53^^,^^54^ This study shows that independently of enhanced anti-*Toxoplasma* antibodies, treating mice with MDP prior to infection with *T. gondii* lowered mortality rates,^52^ suggesting that another form of developed immunity to the pathogen, with trained immunity as a possibility.^50^ Further studies with soluble tachyzoite antigen (STAg) or *T*. *gondii*–derived profilin could prove to be effective in determining the nature of monocytic trained immunity against *T. gondii*.

Inflammasome recognition of intracellular pathogens is essential for innate defense as we have shown with *S*. Typhimurium and *T. gondii.*^20^^,^^55^ The inflammasome working in tandem with TLRs provides another aspect of monocyte-mediated host protection. Through the NLRP1 and NLRP3 inflammasomes, the adaptor molecule apoptosis-associated speck-like protein containing a CARD (ASC) is recruited that is essential for caspase-1 and caspase-11 activation, which then converts pro-IL-1β and pro-IL-18 into their biologically active forms.^20^^,^^56^^,^^57^ While the inflammasome has been established as indispensable for host defense against *S*. Typhimurium, our group and others have demonstrated that individual inflammasome components, NLRP3, ASC, and caspase-1 and caspase-11 play a limited role in host resistance during *T. gondii* infection.^20^^,^^58^^,^^59^ TLR11/12 recognition of *T*. *gondii* profilin initiates a robust MyD88-dependent, DC-derived, IL-12–mediated immunity against the parasite. However, in the absence of TLR11, mice do not demonstrate acute susceptibility, suggesting another innate protective pathway being concealed by a robust TLR/IL-12 response. Our group illustrates that in the absence of TLR11, it is IL-18 and not IL-1β that plays a critical role for Th1-mediated immunity during *T*. *gondii* infection.^20^ Additionally, a recent study demonstrates that it is the caspase-1–dependent release of IL-18 from Cx3cr1^+^ myeloid cells that plays a critical role in mediating Th1 effector function during *T*. *gondii* infection.^59^ Monocytes, macrophages, DCs, and microglia all express Cx3cr1 and have all been shown to play a vital role for myeloid cell–mediated defense against *T*. *gondii*, hence additional studies are needed to clarify the precise subpopulation of Cx3cr1^+^ cells, which are critical for innate inflammasome-dependent immunity.

It is important to note the suggested greater importance of inflammasome functionality in the context of human disease. During human *T. gondii* infection, IL-1β, a critical regulator of inflammation, is produced and secreted by monocytes in greater frequencies than IL-18, suggesting IL-1β having great impact on human monocyte-mediated immunity against *T. gondii.*^60^^,^^61^ Recent findings from the Yarovinsky group show that caspase-1 in human monocytes mediates the release of S100A11 from infected cells via the RAGE signaling pathway, triggering CCL2 production.^62^ These results highlight that monocyte infection by *T*. *gondii* is essential for a caspase-1–dependent, CCL2-mediated host defense mechanism. Utilizing S100a11-deficient mice, it was established that in vivo S100a11 promotes CCL2-mediated monocyte recruitment to the site of infection and significantly contributes to host survival.^62^

Studies investigating the *T. gondii* ligand recognized by the inflammasome have shown that neither heat-killed *T. gondii* nor mycalolide B–treated, invasion-inhibited parasites can induce IL-1β release,^20^^,^^60^ indicating that active cellular invasion is necessary for inflammasome activation. It was identified that in bone marrow–derived macrophages (BMDMs) from Lewis rats, NLRP1-dependent pyroptosis is mediated by direct infection and the parasite-dense granule proteins GRA35, GRA42, and GRA43.^63^ In human THP-1 monocyte cells infected with *T. gondii*, the AIM2 inflammasome sensor has been shown to be activated by *T. gondii* DNA that has been liberated by guanylate-binding protein (GBP) activity.^64^^,^^65^ It has also been shown using primary mouse peritoneal macrophages and BMDMs that NLRP3 was activated by extracellular adenosine triphosphate (ATP) signaling released from parasite-infected cells via the P2X7 receptor.^66^ Additionally, the dense granule protein, GRA15, from type II strains of the parasite, plays an important role for IL-1β release in both human monocytes and mouse BMDMs.^60^^,^^67^ Thus, the inflammasome component of monocyte-derived host defense could provide further clarification on human host defense mechanisms. Monocytes play an indispensable role in host defense against *T*. *gondii* by controlling parasite replication and facilitating innate recognition, which is critical for recruiting additional immune cells. Additionally, there is a significant gap in understanding the role of monocytes in parasite clearance during human infection due to the rapid immune response and the absence of *T. gondii–*specific clinical symptoms. Therefore, as we continue to understand the role of monocytes using the toxoplasmosis mouse model, it is necessary to simultaneously define the effector functions of human monocytes during acute infection.

## Macrophages

Macrophages play a central role in *T*. *gondii* clearance via multiple mechanisms including innate pathogen recognition, production of proinflammatory cytokines, NO, ROS, and induction of IFN-γ–mediated antiparasitic pathways. Early studies indicated that macrophages were a critical source of IL-12 during *T*. *gondii* infection,^68^ which mediated ILC-derived IFN-γ production. Murine studies have now established that the primary source of IL-12 during acute toxoplasmosis infection is produced by type I conventional DCs (cDC1s) through *T. gondii* profilin–activated TLRs 11/12.^17^^,^^19^^,^^69^ Further reports have linked additional *T*. *gondii*–derived PAMPs to inflammatory cytokine production by macrophages. *T*. *gondii*’s GPI and heat shock proteins have been shown to be recognized by TLR2 and TLR4 in macrophages, resulting in TNF and IL-12 production.^70–72^ Yet, studies demonstrate that TLR2 and TLR4 play a limited role in host defense, as *Tlr2*^−/−^ and *Tlr4*^−/−^ mice have no defect in CD4^+^ T cell–derived IFN-γ or effect on host survival.^70^^,^^71^ Additionally, it has been observed, using immortalized macrophages, that macrophages are capable of sensing *T*. *gondii* RNA via TLR7.^73^ Similar to TLR2 and TLR4 deficiency, lack of TLR7 does not confer susceptibility to *T*. *gondii* infection, nor does it result in an increase of tissue cysts.^73^ In the mouse model of toxoplasmosis, TLRs 2, 4, 7, and 9 appear to play a limited role in host resistance against *T*. *gondii* when TLR11 and TLR12 are intact. However, in the absence of TLR11, TLRs 3, 7, and 9 become essential for host defense during acute infection,^69^ indicating that in the absence of TLR11, non–profilin-recognizing TLRs play an important role for innate immunity toward *T*. *gondii*.

In addition to TLRs, macrophages are also capable of sensing *T. gondii* via the inflammasome. As previously stated, *T*. *gondii* can be recognized by both the NLRP1 and NLRP3 inflammasomes, mediating IL-1β and IL-18 production, in vitro and in vivo, respectively.^67^^,^^74^ In vivo studies of inflammasome-mediated protection have contradicting results, some studies indicate that the inflammasome is critical for limiting parasite replication and host survival,^67^ and others, including our group, have shown that the inflammasome plays a limited role in mediating CD4^+^ T cell–derived IFN-γ response and host resistance.^20^^,^^58^ Nevertheless, our previous findings identify that in the absence of TLR11, the inflammasome plays a significant role in mediating a robust Th1 response, most likely due to the significant upregulation of IL-18 observed in *Tlr11*^−/−^ mice during acute infection.^20^ It has also been reported that caspase-8 plays an important role in controlling the transcription of *Il12b* and *Il1b*, and mice lacking caspase-8 rapidly succumb to parasitic infection.^75^ Another reported mechanism of inflammasome-mediated host defense is the purinergic receptor P2X7R, an ATP-gated plasma membrane ion channel known to play a role in a wide range of host defense processes.^76^ P2X7R leads to the activation of the NLRP3 inflammasome and IL-1β secretion.^76^ Moreover, it was demonstrated, using macrophages, that in the absence of P2X7R, ATP-mediated parasite killing is significantly diminished.^77^

Early experiments utilizing human macrophages revealed that IFN-γ–mediated toxoplasmacidal activity is critical for the clearance of intracellular parasites.^78^ IFN-γ–primed murine macrophages are classically considered proinflammatory M1 macrophages capable of limiting *T*. *gondii* replication within the parasitophorous vacuole (PV).^79^ Furthermore, it was demonstrated that macrophages isolated from AIDS patients, when stimulated with IFN-γ, could eliminate intracellular *T*. *gondii*, demonstrating that these individuals had functional macrophages that are able to eliminate the parasite.^80^ Hence, IFN-γ–mediated macrophage-dependent cellular immunity plays a significant role in host resistance against *T*. *gondii* infection, with 5 major mechanisms triggered by IFN-γ. These IFN-γ induced mechanisms include (i) iNOS expression, depleting arginine via NO synthesis, starving *T*. *gondii*; (ii) ROS intermediates, which have been demonstrated to eliminate intracellular *T*. *gondii* in both IFN-γ–dependent and IFN-γ–independent pathways; (iii) inducible immunity-related GTPases (IRGs); (iv) p65 GBPs; and (v) IFN-γ–dependent and tissue-resident macrophage (TRM) cell death mediated via CD115 and the mTOR pathway. Similar to monocytes, macrophages utilize IFN-γ to induce expression of iNOS, depleting arginine via NO synthesis, starving *T. gondii.*^39^^,^^81^ ROS intermediates have also been demonstrated to eliminate intracellular *T*. *gondii* in both IFN-γ–dependent and IFN-γ–independent pathways.^82–84^ Thus, reasoning that in the absence of robust IFN-γ production, macrophages may remain capable of eliminating intracellular *T*. *gondii* via ROS production.

Another critical set of IFN-γ–inducible proteins are IRGs and p65 GBPs. IRGs including IRGM1 (also known as LRG47),^85^ IRGM3 (also known as IGTP),^86^^,^^87^ IRGD (also known as IRG47),^85^ IRGA6 (also known as IIGP1),^88^ and IRGB6 (also known as TGTP)^89^^,^^90^ all contribute to host-mediated defense and parasite clearance. GBPs are now understood to play a critical role in the recruitment of IRGs to the PV,^91^^,^^92^ leading to vesiculation of the PV membrane and, ultimately, parasite elimination. Moreover, it has been demonstrated that the autophagy protein ATG5 is required for IFN-γ–inducible IRGA6 recruitment to the PV membrane, mediating parasite clearance in the macrophage.^93^ Similarly, we have also demonstrated that ATG5 expression within Paneth cells is indispensable for tissue homeostasis in response to *T*. *gondii* infection, and the lack of ATG5 in either phagocytes or Paneth cells results in rapid host susceptibility.^93^^,^^94^ A limitation of the translational significance of IRG-related studies in mouse models is that 23 IRG genes are encoded in the mouse, whereas humans only retain one full-length IRG.^95^ Meanwhile, mice and humans possess 11 and 7 GBPs, respectively.^92^^,^^96^^,^^97^ Furthermore, it has been shown that murine GBP2 (mGBP2) targets the PV and promotes the recruitment of mGBP7 to elicit their antiparasitic function.^98^ It is important to note that the human orthologue of mGBP2, human GBP1 (hGBP1), has also been observed promoting the recruitment of hGBP2, hGBP3, hGBP4, and hGBP6 to *Shigella* in HeLa cells, demonstrating that GBP’s antimicrobial functions are conserved between different species.^99^^,^^100^

More recently, the role of TRMs has been explored in the context of *T*. *gondii* infection. These data suggest that the parasite-mediated immune response leads to TRM elimination in the peritoneal cavity, liver, and intestines during acute parasitic infection.^6^ TRM elimination was shown to be IFN-γ dependent and TRM cell death mediated via CD115 and the mTOR pathway, which appears to be a critical to remove a replicative niche of the parasite.^6^^,^^101^ Together, these data illustrate the multiple pathways that macrophages may utilize in actively eliminating the microbial niche and killing intracellular pathogens.

## Dendritic cells

As the classical antigen-presenting cells, DCs are drivers of the formation of the adaptive immune response. However, their primary role in innate immunity against *T*. *gondii* is initiating the IFN-γ–dependent immune response against the parasite. Early murine studies demonstrated that the adaptor molecule MyD88, which is downstream of most TLRs and IL-1 receptors, is critical for IL-12 production during *T*. *gondii* infection.^10^ It was then established using the mouse model of toxoplasmosis, *T*. *gondii* profilin is recognized by DCs via TLR11 and TLR12, mediating downstream MyD88- and UNC93B1-dependent signaling, critical for robust IL-12 production and IL-12–dependent Th1 effector function.^19^^,^^102^^,^^103^ It was then confirmed that TLR11 and TLR12 can both directly bind to profilin to form a heterodimer complex that also requires the presence of transcription factor IFN regulatory factor 8 (IRF8) for IL-12 production, rather than NF-κB signaling cascade.^103^ It is important to keep in mind, that unlike in mice, humans lack a functional TLR11 and completely lack TLR12 from their genome^21^; yet, humans that become infected with *T*. *gondii* are relatively resistant and typically asymptomatic to *T*. *gondii* infection, unless patients become immunocompromised. Recently, it was also shown that the transcription factor IRF5 also plays a role in IL-12 production by DCs and host resistance.^104^ However, it remains unclear if IRF5 is critical for all endosomal TLR recognition of *T*. *gondii* or is limited to TLR7 and TLR9, which has been observed in plasmacytoid DCs.^105^ Additional studies will be needed to dissect the role of IRF5 and IRF8 in cDC1-derived IL-12 production and host-mediated resistance.

Even though multiple myeloid cell populations can recognize *T*. *gondii* via TLRs (as described previously), multiple TLRs must work in concert to recognize *T*. *gondii* and induce a robust IL-12–dependent host immune response. The current innate immune signaling paradigm shows that the lack of MyD88 signaling in DCs using selective deletion largely recapitulates *T*. *gondii* infection in whole body *Myd88*^−/−^ mice,^17^ establishing the significance of DC TLR-MyD88-dependent recognition of the parasite to mediate host defense. Shortly after the need for MyD88 expression in DCs was observed, it was shown in murine studies that CD8a^+^ DCs are the primary source of IL-12 following STAg administration.^106^ It was then confirmed by us and others that CD8a^+^Batf3^+^IRF8^+^ cDC1-derived IL-12 is critical to initiate a robust IL-12–dependent ILC1-, NK-, and Th1-derived IFN-γ response.^69^^,^^107^^,^^108^ Meanwhile, it has been demonstrated that a subset of KLF4-expressing cDC2s do not play a major role in controlling parasite replication or host survival.^109^ Overall, these in vivo studies demonstrate that IRF8^+^ cDC1s are critical in mediating host resistance against *T*. *gondii* and cDC2s play a lesser role in host defense against the parasite.

Recently, our group demonstrated that T-bet–dependent ILC1-derived IFN-γ, and to a lesser extent NK cell–derived IFN-γ, play a major role in maintaining inflammatory IRF8^+^ cDC1s during *T*. *gondii* mouse i.p. infection model and restricting parasite growth in peripheral tissues.^108^ Following this study, we investigated whether ILC1s were required for host immunity during *T*. *gondii* infection. Surprisingly, *Tbx21*^−/−^ mice, which lack ILC1s and retain NK, T, and B cells, succumbed significantly quicker to infection than *Rag2*^−/−^*γc*^−/−^ mice, that lack all lymphocytes, suggesting that T-bet–expressing myeloid cells play a role in parasite elimination and overall host defense.^4^ Our group recently demonstrated that IL-12 is required for mediating a subpopulation of TMCs. In the following section, we examine the known role of T-bet in mediating immunity against *T*. *gondii* and the precedence for a T-bet–expressing myeloid cell population to assist in host resistance against infectious disease.

## T-bet–mediated immunity against *T*. *gondii*

*T*. *gondii* infection mediates a robust type I immune response defined by the effector functions of lymphocytes, including ILC1s, NK cells, and CD4^+^ Th1 cells.^102^^,^^110–116^ The transcription factor T-bet, encoded by *Tbx21*, is considered essential for the development and function of ILC1s, NK cells, and CD4^+^ Th1 cells.^110^^,^^117–119^ Classically, T-bet has been considered the master regulator of IFN-γ expression by CD4^+^ Th1 cells.^117^ However, our group and others have shown that T-bet is not required for parasite-mediated NK cell–, CD8^+^ T cell–, or Th1-derived IFN-γ, demonstrating that T-bet is largely dispensable for overall IFN-γ production^2^^,^^34^^,^^108^ [For an in-depth review of T-bet’s function in lymphocytes, see Harms Pritchard et al.^5^]. Our group was the first to demonstrate a role for T-bet in myeloid cell–mediated host defense against *T*. *gondii* (Fig. 2)^4^; however, identifying T-bet expression in myeloid cells is not uncommon. Preceding reports have demonstrated that T-bet expression in DCs may be upregulated in response to IFN-γ.^120^ Moreover, T-bet expression in DCs has been shown to play a role in controlling inflammatory arthritis, priming of antigen-specific T cells, CpG DNA adjuvancy, and IFN-γ production.^121–123^ Seminal studies examining the role of T-bet in innate immunity in the absence of T and B cells led to significant findings demonstrating that T-bet expression within DCs is critical to limit their TNF production.^124^^,^^125^ Moreover, in the absence of T-bet–expressing DCs, as well as T and B cells, the host will develop spontaneous communicable ulcerative colitis that will progress to colonic dysplasia and rectal adenocarcinoma due to MyD88-independent intestinal inflammation.^124^^,^^125^ Moreover, if the host’s DCs are engineered to overexpress T-bet in the absence of T and B cells, these mice displayed a significant reduction of neoplasia. In parallel to the role T-bet plays in restricting DC-derived TNF, recent results have identified two major cDC2 subsets that differentially express T-bet and RORγt, cDC2A, and cDC2B, respectively.^126^ In agreement with previous reports, T-bet–expressing cDC2As are anti-inflammatory and RORγt^+^ cDC2Bs are proinflammatory, expressing TNF and suggesting that in the absence of T-bet cDC2s will default to TNF expressing RORγt^+^ cDC2Bs exacerbating colonic inflammation.^126^ Additional studies are needed to confirm if *Tbx21*^−/−^ mice only have cDC2Bs.

**Figure 2.**
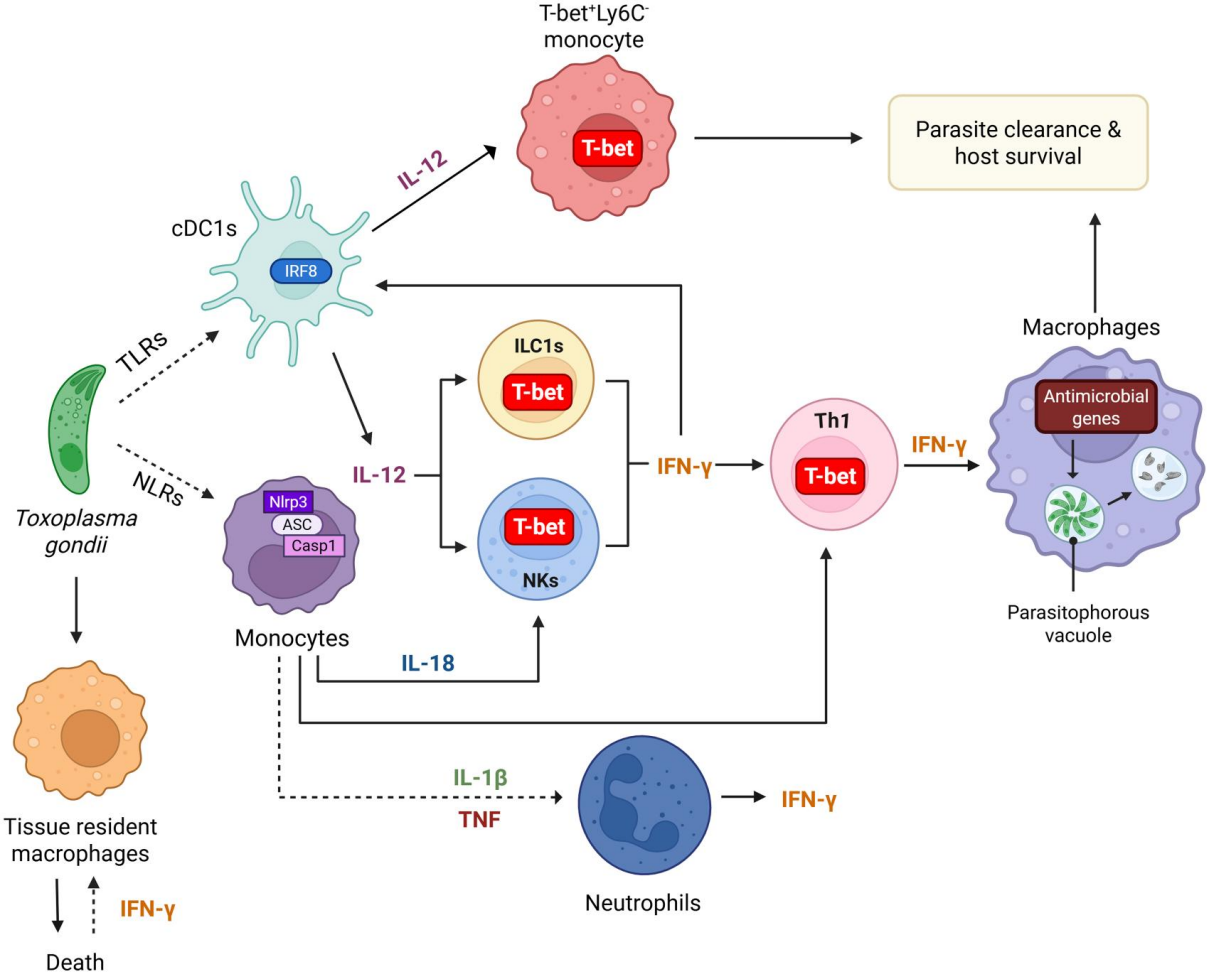
T-bet–mediated host defense during *T. gondii* infection. The transcription factor T-bet is critical for host survival. Here we illustrate the involvement of T-bet in the host immune response against *T. gondii*. Recognition of the parasite by myeloid cells, via TLRs and NLRs, contributes to a robust protective response, maintained through production and release of IL-12 and IL-18. The effector function of T-bet–dependent ILC1s and NK cells is dependent on myeloid cell–derived IL-12 and IL-18. T-bet orchestrates the innate immune response through expression in ILC1s, NK cells, Th1 cells, and a recently defined population of TMCs, that are mediated by IL-12. While additional innate immune cells are required for overall host survival, recent studies have demonstrated that mice conditionally lacking T-bet within CD11c^+^ cells succumb to infection at the same rate as *Tbx21*^−/−^ mice, suggesting that TMCs may play a crucial role in host defense. Upregulation of IFN-γ is another critical component of host defense; its classical production by ILC1s, NK cells, and Th1 cells. A novel finding of neutrophil-derived IFN-γ provides a method for production of this cytokine in a TLR- and IL-12–independent manner. IFN-γ also promotes TRM cell death, a protective measure aimed at limiting parasite replication within the phagocyte population. Created using BioRender (https://BioRender.com/x12o358).

An unpublished observation from the Glimcher group^125^ and our own recent results indicate that not only macrophages, but also Ly6G^+^ neutrophils, Ly6C^Hi^ monocytes, and DCs have limited T-bet expression. Unexpectedly, we observed a unique subpopulation of T-bet expressing CD45^+^CD3^−^CD19^−^Nkp46^−^F4/80^−^Ly6C^Lo^Ly6G^−^CD11c^+^MHCII^−^ myeloid cells, which we have termed TMCs, which had the largest intracellular parasite burden within the peritoneum following an i.p. infection relative to other professional phagocytes, suggesting they are critical for *T*. *gondii* elimination. Additionally, we have observed TMCs in the small intestinal lamina propria and spleens of infected mice following a mucosal infection.^4^ Further studies are needed to determine if TMCs in the lamina propria also have the highest frequency of parasite burden during acute *T*. *gondii* infection. 

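CITE-seq reads the transcripts and a panel of surface proteins of the same cell. Antibodies that carry DNA barcodes stain the cells, and the barcodes are sequenced as a library of their own beside the gene expression library. The peritoneal cavity of an infected mouse holds myeloid cells together with NK, T and B cells, and NK cells and type 1 T cells also use the transcription factor T-bet. A count of its transcript *Tbx21* in a myeloid class therefore has to be read beside the same count in lymphocytes. The values below come from peritoneal exudate cells of C57BL/6J mice taken 5 days after i.p. infection with 20 cysts. They form 1 biological sample with 2 libraries and no uninfected sample, so no test across animals was made. The counts of unique molecular identifiers (UMIs) deposited by the authors hold 11032 cell barcodes and 102 antibody tags, of which 7 are isotype controls. The cells that passed the study's filters had a median of 11954 gene UMIs, 3524 genes and 2309 antibody UMIs. Cells were clustered with SCTransform, 30 principal components and resolution 0.5, and each cluster was named from marker lists fixed before the data were examined, with limits that were partly set after the first names and *Tbx21* levels had been seen. These names were rebuilt and are written with the ending -like. Expression is given as CPM, the summed UMIs of a gene over all gene UMIs of its class, scaled to 1000000 UMIs, with an exact Poisson interval, and shares of cells with an exact Clopper-Pearson interval. Both are 95% intervals and cover counting error only, not the variation between animals. Intervals of CPM and of shares of UMIs also treat UMIs as independent, although UMIs of 1 cell are not. The 47 *Tbx21* UMIs of the neutrophil-like cells, for example, lay in 22 cells. Such intervals can therefore be too narrow even for this sample.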

To better delineate if these TMCs are a subpopulation of an established myeloid cell, we have performed cellular indexing of transcriptomes and epitopes (CITE-Seq) from peritoneal leukocytes on day 5 of i.p. *T*. *gondii* infection. 

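T-bet directs type 1 immune programs, and *Tbx21* is the gene that encodes it. In droplet data a transcript can be caught in a cell that does not make it, because free RNA and droplets with more than 1 cell add UMIs. The depth of each class is therefore given beside its share of cells. *Tbx21* (ENSMUSG00000001444) lies on chromosome 11 of GRCm39 from 96988897 to 97006158 on the minus strand, with 6 exons in its canonical transcript. In the 446 dendritic cell-like cells it had 206 UMIs, which is 24.3 CPM (95% interval 21.1 to 27.9). The 474 neutrophil-like cells, at a median of 2550.5 UMIs, had 12.1 CPM (8.90 to 16.1). The 1694 Ly6C-high monocyte-like cells had 1.94 CPM (1.43 to 2.58), and the 2075 macrophage-like cells had 2.00 CPM (1.58 to 2.51). The dendritic cell-like level was 12.5 times that of the Ly6C-high monocyte-like cells (9.09 to 17.6), 12.1 times that of the macrophage-like cells (9.28 to 16.0) and 2.01 times that of the neutrophil-like cells (1.46 to 2.82). With doublet calls removed, the neutrophil-like level was 3.10 CPM and the last ratio 6.55 (3.45 to 14.0). It was 1.43 at resolution 0.3 (0.920 to 2.21), 1.45 at a mitochondrial limit of 10% (0.881 to 2.54) and 1.03 with the CD49b-negative tag gates named below (0.800 to 1.33). The cells gated as neutrophils were the same with and without the CD49b step. The 1.03 therefore sets a reduced DC gate against an unreduced neutrophil gate. The neutrophil-like cluster took its name only under the limits set after names had been seen. Against those 3 classes together it was 9.44 times as high (7.67 to 11.6). That ratio was 17.4 with doublet calls removed and 5.37 with classes gated by antibody tags. With no filter it was 14.5 against the monocyte and macrophage-like classes alone, since the cluster of 390 cells with neutrophil markers, at 25.9 CPM, was left unnamed there. In settings chosen after the data were examined, it was 26.4 with the lymphocyte-like clusters taken out and 3.98 with CD49b-positive cells also left out of the tag gates. At least 1 *Tbx21* UMI was found in 22.2% of the dendritic cell-like cells (18.4% to 26.3%) at a median depth of 15998.5 UMIs. The share was 2.31% of the macrophage-like cells at a median of 16781 UMIs, and 4.40% of the B cell-like cells at a median of 6231 UMIs. B cells can turn on T-bet, so the macrophage-like share is the closer measure of background. With every cell thinned to 1000 UMIs, the shares were 2.02% of dendritic cell-like cells (0.927% to 3.80%) and 0.0964% of macrophage-like cells (0.0117% to 0.348%). At the study's settings no cluster had the Ly6C-low monocyte list as its best list. At most 3 of its 11 markers were raised in a cluster, so that population has no value by cluster here.

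**Figure D1:**
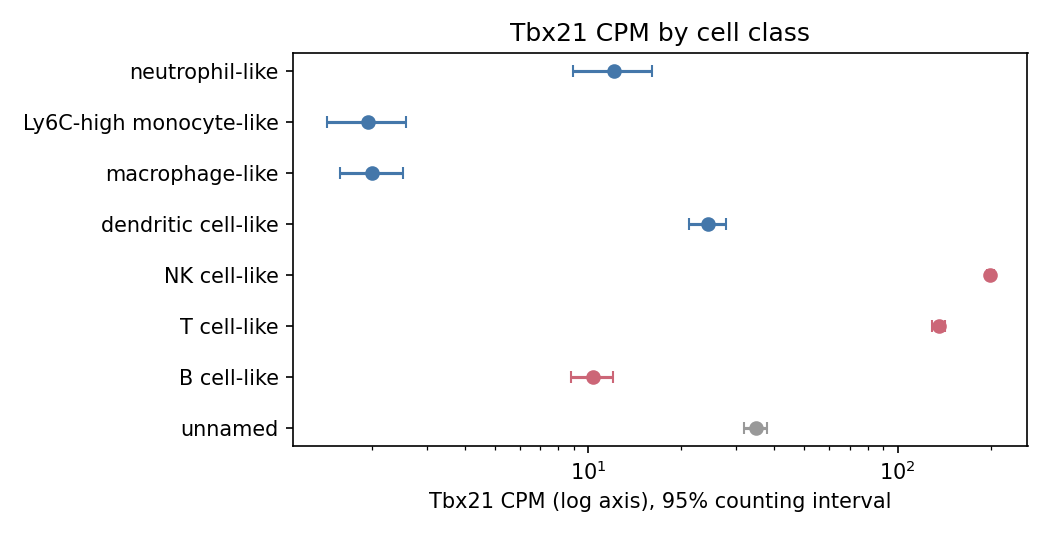
*Tbx21* CPM by cell class on a log axis. Points are summed UMIs per class of 1 sample and bars are 95% Poisson intervals. Among the named myeloid classes the dendritic cell-like point is the highest at 24.3 CPM, and the NK cell-like and T cell-like points lie above it. The plasmacytoid dendritic cell-like class, with no UMI, is not drawn.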

From this, we observed that both DCs and Ly6C^Lo-neg^ monocytes have robust T-bet expression compared with neutrophils, Ly6C^Hi^ monocytes, and macrophages (Fig. 3). These observations indicate that during *T*. *gondii* infection there are two primary populations of T-bet–expressing myeloid cells, DCs, and Ly6C^Lo-neg^ monocytes. 

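NK cells and activated T cells also express T-bet. How the *Tbx21* transcripts of the whole sample divide among its cell classes shows what part of them the myeloid classes hold. Of 7710 *Tbx21* UMIs, the NK cell-like clusters held 4937, or 64.0% (63.0% to 65.1%), at 199.6 CPM. The T cell-like clusters held 1702, or 22.1% (21.2% to 23.0%), at 136.0 CPM (129.6 to 142.6). The NK cell-like level was 8.21 times the dendritic cell-like level (7.14 to 9.48), and the T cell-like level was 5.60 times as high (4.84 to 6.50). Clusters that could not be named held 6.95% of the UMIs. The B cell-like clusters held 2.06%. The neutrophil, monocyte, macrophage and dendritic cell-like classes held 376 UMIs together, or 4.88% of the total (4.41% to 5.38%). The dendritic cell-like clusters held 2.67% of all *Tbx21* UMIs (2.32% to 3.06%). From the level of *Tbx21* across its annotated clusters, the paper states that DCs and Ly6C Lo-neg monocytes are the main myeloid populations that express T-bet. At the study's settings the dendritic cell-like class ranks first among the named myeloid classes, and no cluster was named Ly6C-low monocyte-like. A cluster with mast cell markers had 75.5 CPM but stayed unnamed, since 52.0% of its barcodes were called doublets. A cluster named mast cell-like had 72.7 CPM at resolution 1.0, and one had 58.9 CPM with no filter. Both lay above the dendritic cell-like clusters of the same setting. Of their barcodes, 49.7% and 36.5% were called doublets, and the basophil markers *Mcpt8* and *Prss34* were among their leading genes. With log-normalized counts, an unnamed cluster of 18 cells had 6 of 6 mast cell markers raised and 5.56% doublet calls. It had 0 *Tbx21* UMIs, which allows up to 43.8 CPM. With the lymphocyte-like clusters taken out, a basophil-like cluster of 96 cells had 6.89 CPM.

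**Figure D2:**
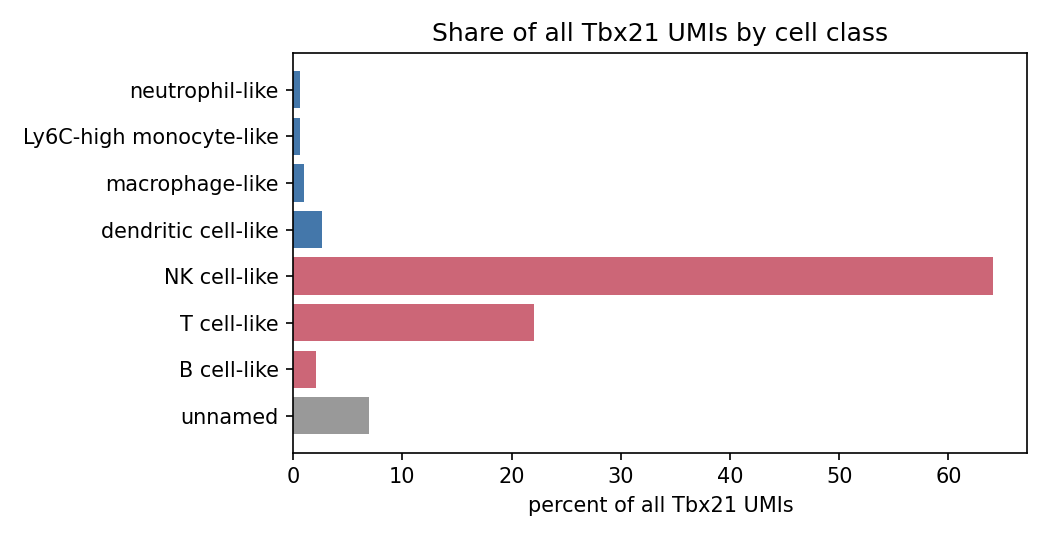
Share of all *Tbx21* UMIs by cell class, in percent of the 7710 UMIs of 1 sample. Blue bars are myeloid classes, red bars are lymphocyte classes and the grey bar holds the unnamed clusters. The NK cell-like and T cell-like bars are the longest, at 64.0% and 22.1%.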

Following these results, the indicated populations are potentially (i) downregulating major histocompatibility complex class II (MHCII), (ii) downregulating Ly6C and upregulating CD11c, or (iii) a novel subpopulation of circulating T-bet–expressing Ly6C ^Lo-neg^ patrolling monocytes. 

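MHCII (I-A/I-E) presents antigen to CD4+ T cells and is high on DCs, while CD11c marks DCs and is also found on activated NK cells. NK1.1 and CD49b are surface proteins of NK cells. Antibody tags were normalized with the centered log ratio within each cell, and each gate was set where 2 fitted Gaussian components cross. Of the dendritic cell-like cells, 99.3% were above the I-A/I-E gate (98.0% to 99.9%) and 54.5% above the CD11c gate (49.7% to 59.2%). Of the 99 dendritic cell-like cells with a *Tbx21* UMI, none was CD11c+MHCII-, which allows a share of up to 3.66%. Among all cells, 40.7% of those with a *Tbx21* UMI were CD11c+MHCII- (38.8% to 42.5%), and 3.45% of those without one were. Of the 1110 former cells, 1042 were NK cell-like, 50 T cell-like, 17 unnamed and 1 neutrophil-like. Within the NK cell-like class the share was 64.6% of the cells with a *Tbx21* UMI (62.2% to 66.9%) and 67.3% of those without one (61.9% to 72.3%). In the NK cell-like clusters, 69.9% of cells were above the CD11c gate and 7.96% above the I-A/I-E gate. The gates of NK1.1 and CD3 did not lie between the means of their fitted components. The NK1.1 tag separated NK cells poorly, since 43.9% of the NK cell-like cells were above its gate and 95.4% were above that of CD49b. The CX3CR1 tag was above its gate in 0.0482% of the macrophage-like cells and in none of the dendritic cell-like cells. Its gate, at 1.15, lay above both component means of -0.0256 and 0.240, so the tag was not used to define monocytes.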

In the following section, we examine each of these possibilities and propose potential experiments to test them. (i) As we have discussed, there is extensive literature that DCs, specifically cDC2As, express T-bet, and in the absence of T-bet the host displays uncontrolled DC-derived TNF production that can ultimately result in neoplasia.^124^^,^^125^ Additionally, it has been demonstrated that antigen-presenting cells (APCs) infected with *T*. *gondii* will lead to the downregulation of MHCII, possibly leading to the T-bet^+^CD11c^+^MHCII^−^ population we have observed.^127^^,^^128^ Yet, this is unlikely based on our results using T-bet reporter mice, which indicate there is no gradient of either MHCII or T-bet expression during infection. To determine if TMCs are derived from MHCII^+^ APCs a bone marrow (BM) chimera model could be utilized. As antigen presentation is critical to develop a robust immune response, we will transfer BM from LysM- and CD11c-Cre mice crossed with *MHCII*^fl/fl^ to conditionally delete MHCII from neutrophils, monocytes, and macrophages (M-*MHCII*^−/−^), or DCs and TMCs (CD11c-*MHCII*^−/−^). We will use B6 CD45.1 as recipients and transfer BMs of M-*MHCII*^−/−^ + B6 CD45.2 (M + B.2→B.1) or CD11c-*MHCII*^−/−^ + B6 CD45.2 (CD11c+B.2→B.1). Eight weeks following the transplantation, we will infect M + B.2→B.1, CD11c+B.2→B.1, M-*MHCII*^−/−^, CD11c-*MHCII*^−/−^, and B6 CD45.1 with 20 cysts i.p. and by flow cytometry on day 5 postinfection assess the presence of TMCs from the peritoneum. We anticipate that we will not observe any defect in the frequency or total cell number of TMCs at day 5 postinfection from the infected transplant groups or the B6 controls. Additionally, we expect that conditionally deleting MHCII expression from APCs using either M-*MHCII*^−/−^ or CD11c-*MHCII*^−/−^ mice will result in a significant defect in the Th1 effector response, resulting in an increase in pathogen burden, and as a result will display significantly attenuated frequency and absolute cell numbers of TMCs during infection. (ii) Studies have demonstrated that during *Leishmania* and *T*. *gondii* infection, Ly6C^+^ monocytes downregulate Ly6C and upregulate CD11c.^129^^,^^130^ During *T*. *gondii* infection, myeloid cells were able to be differentiated as Ly6C^int^CD11c^+^MHCI^+^MHCII^+^ and Ly6C^−^CD11c^+^F4/80^+^TREM2^+^, suggesting they take on DC-like characteristics and have elevated phagocytic capability, respectively.^129^ Hence, the previously described Ly6C^−^CD11c^+^F4/80^+^TREM2^+^ monocytes could be the TMCs that we have observed, but based on our gating strategy that excludes F4/80^+^ cells, it is doubtful that these are the same population. To determine if TMCs differentiate from Ly6C^+^ monocytes, we have generated LysM-Cre x *Tbx21*^fl/fl^ (M-*Tbx21*^−/−^) mice, conditionally deleting T-bet expression from neutrophils, monocytes, and macrophages. Our previous findings demonstrate that conditional deletion of T-bet in neutrophils, monocytes, and macrophages did not lead to increased parasite burden or accelerated host mortality during infection.^4^ However, conditionally deleting T-bet from CD11c^+^ cells resulted in a significant increase of parasite burden at the site of infection compared with T-bet–sufficient mice.^4^ We have also observed (unpublished observation) that infected M-*Tbx21*^−/−^ mice displayed no defect in the frequency or absolute cell numbers of TMCs compared with wild-type controls on day 5 postinfection. These preliminary observations suggest that TMCs are not differentiated from Ly6C^+^. As Ly6C^Lo^ monocytes are not solely derived from downregulating Ly6C,^131^ these results suggest another pathway for TMC development via the common monocyte progenitor (cMoP). (iii) Patrolling Ly6C^Lo^CCR2^Lo^Cx3cr1^Hi^ monocytes have been described as the myeloid population that “patrol” the host’s vessels during healthy conditions, and during tissue damage or infection they are capable of rapidly responding to the insult and differentiating into macrophages.^131^ Recently, it was observed that there is a significant increase of Ly6C^Lo^ monocytes in both the blood and the brain during acute *T*. *gondii* infection,^47^ and in our own studies, it appears that Ly6C^Lo^ monocytes, potentially TMCs, enter the peritoneum rapidly and play a critical role in host defense against *T*. *gondii*. Moreover, based on our CITE-seq observations (Fig. 3), we have found that Ly6C^Lo^ monocytes contribute to host defense against intracellular pathogens in a T-bet–dependent pathway. 

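Ly6C Lo monocytes patrol vessels, and in mice they are marked by low *Ccr2*, high *Cx3cr1* and dependence on *Nr4a1*, which encodes Nur77. Because no cluster was named after them at the study's settings, they were gated by antibody tags instead. The gate took CD45+CD11b+ cells below the Ly6C gate that were not already gated as neutrophils, lymphocytes, DCs or macrophages. NK1.1 was the NK cell tag, since none of the 102 tags reads NKp46. Some NK cells carry little Ly6C, so such a gate can also take them in. This gate held 921 cells with 631 *Tbx21* UMIs, a level of 46.0 CPM (42.5 to 49.7), and 22.3% of the cells had a UMI at a median depth of 14334 UMIs. The cells gated as Ly6C-high monocytes had 9.05 CPM (8.07 to 10.1), and 5.43% had a UMI at a median of 14871. Among the cells gated as macrophages, 3.85% had a UMI at a median of 17086. Thinned to 1000 UMIs, the shares were 5.10% in Ly6C-low monocytes, 0.776% in Ly6C-high monocytes and 0.308% in macrophages. By cluster, 466 of the gated Ly6C-low cells were macrophage-like, 177 NK cell-like, 131 Ly6C-high monocyte-like, 90 unnamed, 53 dendritic cell-like, 3 T cell-like and 1 neutrophil-like. The 177 NK cell-like cells held 526 of the *Tbx21* UMIs. The 466 macrophage-like cells held 13 UMIs, a level of 1.70 CPM. When cells positive for CD49b, another NK cell marker, were also left out, a choice made after the data were examined, 713 cells remained with 65 UMIs, or 5.89 CPM (4.55 to 7.51). The Ly6C-high monocytes gated in the same way had 3.00 CPM (2.43 to 3.66). The Ly6C-low level was then 1.96 times that of Ly6C-high monocytes (1.41 to 2.72), 4.01 times that of macrophages (2.32 to 7.29) and 0.297 times that of neutrophils (0.218 to 0.399). The CD49b step did not change the neutrophil gate, which kept 30 UMIs in NK cell-like and 20 in T cell-like cells. NK cell markers were also higher in these Ly6C-low cells than in the Ly6C-high monocytes of that gate. The ratios were 2.02 for *Prf1* (1.64 to 2.48), 1.91 for *Gzma* (1.68 to 2.16) and 1.64 for *Ncr1* (1.14 to 2.34). Between the cells gated as Ly6C-low and those gated as Ly6C-high, the ratio of CPM was 0.237 for *Ly6c2* (0.231 to 0.244), 0.887 for *Ccr2* (0.853 to 0.922), 2.33 for *Cx3cr1* (1.82 to 2.99) and 1.12 for *Nr4a1* (1.01 to 1.24). *Cx3cr1* was low in both, at 9.33 and 4.00 CPM. With CD49b-positive cells left out, the ratios were 0.703 for *Ccr2* (0.671 to 0.737), 1.95 for *Cx3cr1* (1.46 to 2.60) and 1.17 for *Nr4a1* (1.05 to 1.30). The other markers of the Ly6C-low list, named after their values were seen, then ran from 0.837 for *Pglyrp1* (0.621 to 1.12) to 9.23 for *Ear2* (6.61 to 13.1). Between them lay 1.01 for *Treml4*, 1.12 for *Adgre4*, 1.48 for *Spn*, 2.00 for *Eno3*, 2.47 for *Cd300e* and 4.10 for *Fabp4*. *Ace*, at 7.33 (1.20 to 76.9), had only 5 UMIs against 2. Macrophage markers had ratios there from 0.671 for *Adgre1* to 1.71 for *Trem2*. Of the 713 cells, 461 were macrophage-like by cluster. *Ear2* and *Fabp4* were also raised in the macrophage-like cluster of 439 cells, so their ratios do not tell Ly6C-low monocytes from macrophages. *Fn1*, a leading gene of that cluster, had a ratio of 4.43 (4.13 to 4.74).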

As previously mentioned, patrolling monocytes can be generated via 2 pathways: (i) through direct differentiation from a cMoP or (ii) further differentiation of Ly6C^+^ monocytes to Ly6C^Lo^.^132^ cMoPs are a subset of the monocyte-DC precursor, which are capable of producing both patrolling and inflammatory monocytes but do not contribute to DC production.^132^ Regardless of origin, patrolling monocytes have been shown to be dependent on the transcription factor Nur77 for development yet play no role for the development or function of inflammatory monocytes.^132^ Therefore, to determine whether patrolling monocytes are critical for host defense against *T. gondii,* it will be imperative to test the acute toxoplasmosis mouse model employing Nur77 knockout (*Nr4a1^−/−^*) mice.^46^^,^^49^ Based on our previous findings, we predict that i.p.-infected *Nr4a1^−/−^* mice would have a significant increase in parasite burden, nearly a complete loss of TMCs, and succumb rapidly to infection, similar to *Tbx21^−/−^* mice, suggesting that TMCs are a subset of patrolling monocytes and have a significant role for host resistance against *T. gondii.* To further determine if TMCs are a subpopulation of patrolling monocytes, adoptive transfer studies would be performed in which patrolling monocytes from B6 or *Tbx21^−/−^* mice are transferred to *T. gondii* infected *Nr4a1^−/−^* mice and their pathogen burden and frequency of TMCs quantified on day 5 post-infection. As patrolling monocytes have been demonstrated to be strategically located throughout the host prior to infection, a confounding variable with the adoptive transfers would be the lack of their natural seeding throughout the host. While the transferred patrolling monocytes may still contribute to parasite clearance, their response might be less robust systemically, as they were not initially distributed according to their natural pattern. Further analysis could involve utilizing a BM transplant, with irradiated *Nr4a1^−/−^* mice that would receive BM transfers from either wild-type or *Tbx21*^−/−^ donors. This approach to identify the lineage of TMCs could also be combined with the use of a Nur77-GFP reporter strain, which have the Nur77 promoter driving expression of a GFP indicating whether TMCs have expressed Nur77 at any point in their development; yet, although this would only provide a correlative observation between Nur77 expression and TMCs, it does provide further direction for classifying this cell type. Overall, these experiments would provide further direction for mechanistic studies of this population and give guidance for determining a similar population that may exist in humans.

**Figure 3.**
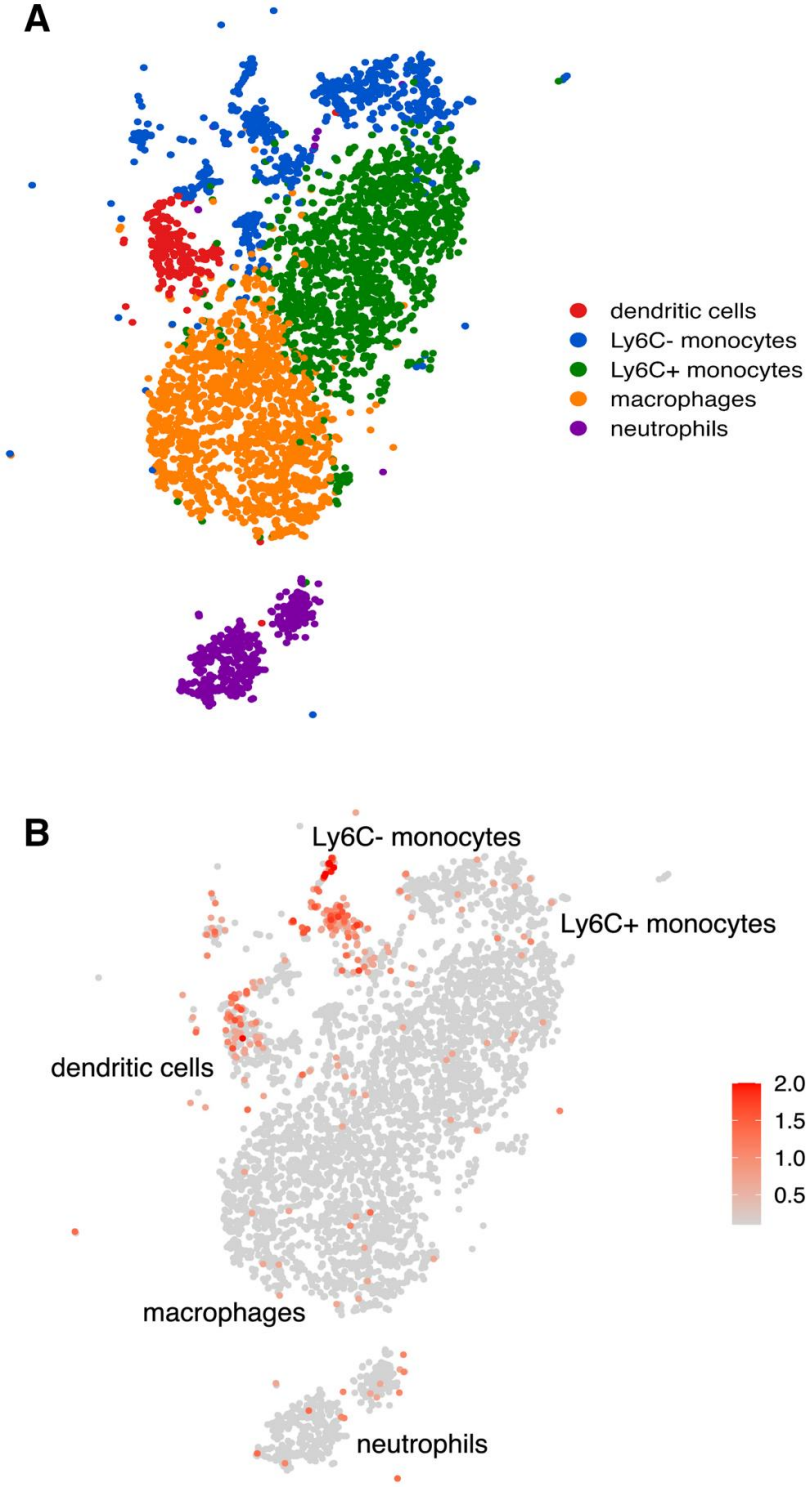
Frequency of T-bet expression within myeloid populations. C57BL/6J mice were i.p. infected with 20 cysts and peritoneal exudate cells were harvested on day 5 post-infection. CITE-seq was performed by using TotalSeq antibody cocktail (BioLegend) according to the manufacturer’s instructions. Raw FASTQ files were mapped to the GRCm39 reference genome using 10x Genomics Cell Ranger 9.0.0^134^ to infer read counts of both gene expression (RNA) and antibody-derived tag per gene per cell. Quality control is performed using Seurat package v5.0^135^ by removing cells with fewer than 500 or more than 7,500 detected genes, and cells fewer than 1,000 or more than 50,000 unique molecular identifiers, and cells greater than 20% mitochondrial content. Following quality control, SCTransform^136^ was used for normalizing the RNA read counts. Principal component analysis (PCA) is performed for dimension reduction on the normalized RNA read counts for the purpose of cell clustering. Specifically, the top 30 principal components were used with a resolution of 0.5. (A) t-Distributed stochastic neighbor embedding for cluster visualization. Antibody-derived tag counts were normalized using the centered log ratio method. Clusters were further annotated based on known marker genes or antibody levels. (B) Particularly, *Tbx21* expression levels were subsequently visualized across annotated clusters. Through unpublished CITE-seq results, our group has identified a strong expression of *Tbx21* within a subset of Ly6C^Lo-neg^ monocytes and DCs. While limited expression exists within other cell types, a majority of T-bet in myeloid populations is found within a distribution that we believe contains TMCs. Further analysis is being conducted to determine the qualities of this population and isolate them for further experiments to determine their nature of functionality.

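Filters of this kind remove droplets with too little RNA, droplets that hold more than 1 cell and dying cells, whose RNA is mostly mitochondrial. The deposited barcodes had not been filtered in this way, and they held up to 117195 gene UMIs each. Of these barcodes, 161 had fewer than 500 genes and 62 more than 7500. There were 183 with fewer than 1000 UMIs, 142 with more than 50000 and 183 with more than 20% mitochondrial UMIs. Since a barcode can fail several limits, 379 were removed and 10653 (96.6%) were kept, with 142758204 gene UMIs and 30147746 antibody UMIs. The median mitochondrial share of the kept cells was 2.44%. Scrublet called 1004 of the kept barcodes doublets (9.42%), and they stayed in the main analysis because the legend names no doublet step.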

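Marker genes assign a cluster to a cell type when several of them are raised together. A cluster took the name of the list with the largest share of its markers raised 1.5 times over the other cells, with at least 3 raised. It stayed unnamed when a further lineage was raised as well, when most of its barcodes were called doublets, or for the further reasons given with the methods. The 17 clusters gave 1 Ly6C-high monocyte-like cluster, 1 neutrophil-like cluster, a macrophage-like pair of 1636 and 439 cells, a dendritic cell-like pair and a plasmacytoid dendritic cell-like cluster of 23 cells. The lymphocytes formed an NK cell-like pair of 1467 and 480 cells, T cell-like clusters of 421, 409 and 349 cells and a B cell-like pair of 1208 and 746 cells. Of the 3 clusters left unnamed, 1 held 421 barcodes with mast cell markers, of which 52.0% were called doublets, and 1 held 371 barcodes with B cell markers, of which 82.7% were. The third, of 69 barcodes, carried B cell and neutrophil markers. Under the naming limits first used, the neutrophil-like cluster and the T cell-like cluster of 409 cells also stayed unnamed, since a further lineage counted as raised. The NK cell-like, T cell-like and B cell-like clusters together take up cells that have no label in Fig. 3A.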

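Conventional DCs carry *Flt3* and *Zbtb46*, and NK cells carry *Ncr1*, *Klrb1c* and *Prf1*. A droplet that holds a DC and an NK cell, or a DC with NK cell RNA, shows both programs. The lymphocyte markers of the cells with a *Tbx21* UMI were therefore set beside those of the other cells of their class. In the dendritic cell-like class *Zbtb46* had 114.5 CPM (107.4 to 121.9) and *Flt3* had 37.3 CPM (33.3 to 41.6). The 9 NK cell markers together had 594.7 CPM in the cells with a *Tbx21* UMI, at a median of 20747 UMIs, and 44.3 CPM in the 347 cells without one, at a median of 14964. Their ratio was 13.4 (11.8 to 15.3), against 5.88 (4.88 to 7.10) without doublet calls and 21.2 for cells with at least 2 *Tbx21* UMIs. The 10 T cell markers had a ratio of 4.73 (4.15 to 5.40), and the 8 B cell markers a ratio of 1.30 (1.19 to 1.42). At least 3 NK cell markers were present in 20.2% of the cells with a *Tbx21* UMI (12.8% to 29.5%) and in 2.02% of those without (0.815% to 4.11%). In the 207 dendritic cell-like cells without any NK or T cell marker UMI, a group formed after the data were examined, *Tbx21* had 29 UMIs or 8.79 CPM (5.89 to 12.6). The level there was 0.642 CPM in macrophage-like cells, 0.570 CPM in Ly6C-high monocyte-like cells and 3.62 CPM in neutrophil-like cells. The dendritic cell-like level was 11.2 times that of these 3 classes together (6.60 to 19.0) and 2.43 times that of the neutrophil-like cells (1.12 to 5.83).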

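The share of a transcript that each myeloid class holds depends on its level and on the number of cells in the class. A large class with a low level can hold as many UMIs as a small class with a higher one. Within the myeloid classes, the dendritic cell-like clusters held 54.8% of the *Tbx21* UMIs (49.6% to 59.9%) with 446 of 4712 cells. The share was 22.3% at resolution 0.3, where only the activated cluster was named dendritic cell-like, 25.3% with classes gated by antibody tags and 24.8% with CD49b-positive cells also left out of these gates, a choice made after the data were examined. The macrophage-like clusters held 20.2% (16.3% to 24.6%). The neutrophil-like and the Ly6C-high monocyte-like clusters held 47 UMIs each, which is 12.5% (9.33% to 16.3%). Cells in clusters that could not be named are not part of these shares, and among them the cluster with mast cell markers held 474 *Tbx21* UMIs. A mast cell-like cluster was named at resolution 1.0, with 458 UMIs, and with no filter, with 518. It was not counted as myeloid there. Counted by cells with a *Tbx21* UMI in place of UMIs, the dendritic cell-like clusters held 49.7%.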

## Conclusions and perspectives

Inspection of the commonalities that mediate immunity is critical for the development of a comprehensive model of a coordinated and protective immune response. One such commonality is the expression of T-bet within myeloid populations, which is highly conserved across species, including humans.^133^ Several studies have identified that T-bet can be expressed in DCs and monocytes, and plays a role in controlling inflammatory arthritis, priming of T cells, CpG DNA adjuvancy, IFN-γ and TNF production, colorectal cancer development, and host defense against *T*. *gondii*. 

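Classes named as 1 type can hold clusters that differ in state, and DCs form a conventional and an activated state after pathogen contact. The level of *Tbx21* is given here for the dendritic cell-like and macrophage-like clusters one by one. The larger dendritic cell-like cluster, of 314 cells with markers of conventional DCs, had 164 *Tbx21* UMIs or 27.1 CPM (23.1 to 31.6). The smaller, of 132 cells with *Ccr7*, *Fscn1* and *Ccl22* raised, had 42 UMIs or 17.3 CPM (12.5 to 23.4), and 30.3% of its barcodes were called doublets. With doublet calls removed before clustering, the conventional cluster had 23.2 CPM (19.2 to 27.8) in 276 cells and the activated cluster 8.74 CPM (4.36 to 15.6) in 92 cells. The macrophage-like pair had 1.60 CPM (1.18 to 2.13) and 3.36 CPM (2.25 to 4.83). No UMI was found in the plasmacytoid dendritic cell-like cluster, which allows up to 17.3 CPM at its depth of 213818 UMIs. Also with doublet calls removed, 1 cluster of 76 cells was named Ly6C-low monocyte-like through 4 of 11 markers, *Cx3cr1*, *Treml4*, *Cd300e* and *Adgre4*. None of these was among its 10 leading genes, and its median depth was only 3882.5 UMIs, so the name is weak. It had 0 *Tbx21* UMIs among 399726, which allows up to 9.23 CPM.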

Using CITE-seq, T-bet expression was identified in various myeloid populations during acute *T. gondii* infection including DCs and Ly6C^Lo-neg^ monocytes (Fig. 3). This observation generates novel questions in the field: (i) Does T-bet directly mediate cell-intrinsic antimicrobial defense for parasite clearance? (ii) Do T-bet–expressing myeloid cells augment the CD4^+^ T cell effector function during infection? and (iii) Do humans possess T-bet–expressing myeloid cells that can eliminate intracellular pathogens? Moreover, this new avenue of research has far-reaching translational implications for targeting T-bet–dependent myeloid cell immunity against *T*. *gondii*, as well as other highly virulent intracellular human pathogens, such as *Leishmania*, *Mycobacteria*, and *Salmonella*.

The recent identification of key effector mechanisms of neutrophils, monocytes, macrophages, and DCs against acute *T. gondii* infection may inform other long-standing questions about the role of myeloid cell populations in host resistance to intracellular pathogens. Our recent study has revealed T-bet to be vital for CD11c^+^MHCII^−^ myeloid cells in initiating and maintaining protective mechanisms against *T. gondii*. It is imperative to further define the importance of T-bet within the myeloid cell populations. Our study found TMCs do not only possess high levels of T-bet, but also the highest levels of parasite burden, suggesting that this population of cells is an unexplored and critical component of host defense against *T. gondii*. We continue to build on these observations by leveraging CITE-seq to further define the qualities of T-bet–expressing myeloid cells. Future studies will be aimed at delineating the overall contribution to host protection. While the human immune system lacks key components of the anti-*T. gondii* murine immune system, such as TLR11, they are still capable of mounting immune responses that clear and control intracellular parasites such as *T. gondii*. Thus, focused murine studies can be used to determine the full extent of TMCs’ effector function to extrapolate which processes are indispensable for defense against intracellular pathogens. Defining the mechanisms by which neutrophil, Ly6C^Hi^ monocyte, Ly6C^Lo^ monocyte, TRM, macrophage, and DC populations individually contribute to the innate immune response offers critical insight into developing novel parasitic prevention methods and therapies.

## Data Availability

The data underlying this article is included in this article.

How the deposited data were processed for this re-analysis (not part of the article)

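Peritoneal exudate cells of C57BL/6J mice, taken 5 days after i.p. infection with 20 cysts, were analysed by CITE-seq. They are 1 biological sample with a gene expression library and an antibody tag library. The number of mice behind it is not given in the sources used here, and there is no uninfected sample. The counts are those deposited by the authors, whole numbers of UMIs per gene or antibody tag and cell barcode, with no normalization. The Fig. 3 legend names Cell Ranger 9.0.0 and GRCm39, while the header of the count data names Cell Ranger 8.0.0. The annotation release is not stated, and gene positions were taken from GENCODE vM39.

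Barcodes with 500 to 7500 genes, 1000 to 50000 UMIs and at most 20% mitochondrial UMIs were kept, as in the legend, and 379 barcodes outside these limits were left out. At the median depth of 11954 UMIs per kept cell a gene at 100 CPM is expected at about 1 UMI per cell, so a cell without a *Tbx21* UMI can still express it. Sequencing reads were not used here. Clustering used Seurat 5.3.0 and sctransform 0.4.2 in R 4.3.3 with 3000 variable genes, 30 principal components and resolution 0.5, with seed 1. Doublets were called with Scrublet in scanpy 1.11.5 at an expected share of 8%. Summaries used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0. A marker counted as raised at 20 CPM or more and 1.5 times the level of the other cells. A cluster took the name of the list with the largest share of its markers raised, among the lists with at least 3 raised. It stayed unnamed when no list had 3, when a further lineage had 75% of its markers raised, or when over 50% of its barcodes were called doublets. It also stayed unnamed when at least 2 of its 10 leading genes were markers of another type and outnumbered its own, or when its median depth was under that of all cells divided by 3 with none of its own markers among the leading genes. The marker lists were fixed before the data were examined, but parts of this rule were not. The minimum of 20 CPM, the choice among lists with at least 3 raised and the minimum of 2 leading genes were set after the first cluster names had been seen with their *Tbx21* levels. The first limits asked for 10 UMIs in place of 20 CPM and for 1 leading gene, with no minimum in the choice of the list. They left the 474 cells now named neutrophil-like and the 409 cells of a T cell-like cluster unnamed, and they are given as an alternative. A rule that a cluster with both NK and T cell markers counts as lymphocyte was added later and changes no name in the main setting. Since the authors' cell labels were not used here, a difference from the study may come from rebuilt names.

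Because cells of 1 sample are not replicates, no p-values were computed. CPM is the summed UMIs of a gene over all gene UMIs of the class, with an exact Poisson interval. A ratio of CPM has the exact interval of a ratio of 2 Poisson counts, and a share of cells or UMIs has a Clopper-Pearson interval. Shares of cells were also computed after thinning every cell to 1000 UMIs. Antibody tags were normalized by the centered log ratio within each cell, with gates where 2 fitted Gaussian components cross. Of 19 gated tags, 11 had that crossing between the component means, and the gates of CD3, TCRb, NK1.1, CD115, CX3CR1, CD49a, CD8a and XCR1 were not among them. A list of genes was summarised by its median log2 ratio between classes and its percentile among 10000 random lists of the same size, matched on expression.

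Apart from members of the marker lists, some of them named after their values were seen, the genes named in the text follow a rule set before the data were examined. It covers the genes the paper names, the members of fixed effector lists, the 10 leading genes of each cluster with *Tbx21* at over 2 times the CPM of all cells, and the 10 largest and 10 smallest ratios between cells with and without a *Tbx21* UMI among genes with at least 50 UMIs. The last of these are printed for the dendritic cell-like class only. Of 8 IRG genes, 6 were found in the count data under the names used, and *Irgd* and *Irgb10* were not. Whether these are present under other names was not tested.

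The comparison of dendritic cell-like cells with and without a *Tbx21* UMI was tested on simulated data with 9296 genes in the step. Of 100 genes changed 4-fold, 100 had a ratio in the true direction, with a median of 3.91, and 93% of the intervals held the true value. Of 100 genes changed 0.25-fold, 100 were in the true direction, with a median of 0.239, and 97% of the intervals held the true value. For the comparison of dendritic cell-like with Ly6C-high monocyte-like cells over 17602 genes, a list of 20 genes doubled in simulation had a median log2 ratio of 1.01 and stood at percentile 100, and an unchanged list stood at percentile 37.3.

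Alternatives set before the data were examined were resolutions of 0.3 and 1.0, 20 principal components, log-normalized counts with 2000 variable genes, doublet calls removed, no filter, a mitochondrial limit of 10%, classes gated by antibody tags, means over cells, other thinning depths, other gates and other count minimums. Those added later were the clustering of the cells outside the lymphocyte-like clusters, gates that also leave out CD49b-positive cells, the first naming limits, and the cells without an NK or T cell marker UMI. The closing section gives their effect. The study's full surface gate for TMCs is not reported here.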

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

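Of the tests in this part, the 2 estimates of *Tbx21* UMIs from NK and T cell markers, the share of gated UMIs in lymphocyte-like clusters and the share of doublet calls in the added clustering were chosen only after the results they explain had been seen. In the last pattern the limit on NK or T cell markers was set in advance, but the T cell markers were computed only after the NK cell marker level, under the limit, had been seen. No verdict on a single cell type is drawn: the NK cell markers alone, whose interval spans the limit, leave it open. The class that T cell markers were set against was changed and changed back before it was held to the wording set in advance. Parts of the rule that names the clusters were also set after the first names and *Tbx21* levels had been seen. The study has 1 condition, so no biological explanation across conditions was tested.

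Outside the populations that Fig. 3A labels, there was *Tbx21* at 199.6 CPM in the NK cell-like clusters, 136.0 CPM in the T cell-like clusters, 10.3 CPM in the B cell-like clusters (8.78 to 12.1) and 34.8 CPM in the unnamed clusters (32.0 to 37.9). The last value pools clusters at 75.5, 5.30 and 19.4 CPM. The first of these, with mast cell markers, held 474 UMIs and also had *Klrb1c*, *Eomes*, *Cxcr6* and *Itga1* raised. When the 5573 cells outside the lymphocyte-like clusters were clustered alone, 1 cluster of 391 barcodes had 79.5 CPM (73.5 to 85.9) and held 70.7% of their 912 *Tbx21* UMIs.

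The first pattern is the *Tbx21* signal of the dendritic cell-like clusters. RNA of NK and T cells is a candidate explanation, but their markers, at the ratio seen in the NK and T cell-like clusters, account for 29.2% of these UMIs, under the 50% set as the limit. Doublets are another, but with doublet calls removed the level stayed 16.0 times that of the macrophage-like class, over the limit of 5 times. By these limits neither accounts for the signal alone, but the 29.2% assumes the pooled ratio of *Tbx21* to markers. Lymphocytes with more *Tbx21* per marker would be undercounted, so their RNA is not excluded. A part of the signal does go with NK cell RNA. NK cell markers were raised in the cells with a *Tbx21* UMI also without doublet calls. The 207 dendritic cell-like cells without an NK or T cell marker UMI held 29 of the 206 *Tbx21* UMIs. Their level, 8.79 CPM (5.89 to 12.6), lay below that of the whole class. It was 11.2 times that of the neutrophil, Ly6C-high monocyte and macrophage-like cells without such a UMI (6.60 to 19.0). Expression by DCs themselves stays open as a hypothesis.

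The second pattern is the *Tbx21* signal of the cells gated as Ly6C-low monocytes by antibody tags. Of their *Tbx21* UMIs, 85.4% lay in NK cell-like and T cell-like clusters, which is consistent with lymphocytes inside the gate. In the 157 gated NK cell-like cells with a *Tbx21* UMI, the median level of 20 macrophage and monocyte markers was 0.0360 of that in the gated myeloid cells, which argues against myeloid cells that carry NK genes. Without CD49b-positive cells 65 UMIs were left, of which 32 lay in unnamed clusters, 17 in dendritic cell-like, 9 in 461 macrophage-like, 6 in NK cell-like and 1 in 129 Ly6C-high monocyte-like cells.

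The third pattern is the cluster found among the cells outside the lymphocyte-like clusters. Of its barcodes, 74.4% were called doublets (69.8% to 78.7%), which is consistent with droplets that hold a lymphocyte and a myeloid cell. The 100 barcodes not called doublets kept 73.1 CPM, with NK cell markers at 9.70% of the NK cell-like level (9.04% to 10.4%). Their T cell markers were at 77.3% of the low level of the NK cell-like class (70.0% to 85.1%), over the limit of 10%. They were at 13.4% of the T cell-like level (12.1% to 14.7%). Background RNA can pass 10% of so low a level. The test therefore cannot decide on a single cell type with few NK and T cell markers. NK and T cell RNA at these levels accounts for 51.4% of their 53 *Tbx21* UMIs, too near the 50% limit to decide whether it is the source.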

How the results depend on the processing

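The clustering of cells outside the lymphocyte-like clusters, the gates that leave out CD49b-positive cells, the first naming limits and the cells without an NK or T cell marker UMI were added after the results were seen. Of 158 alternative values for 33 results, 74 stayed within the interval or limit of the main value, 84 moved beyond it and 0 reversed. A list median, which has no interval here, was read as moved past a shift of 0.1. Of 78 values of *Tbx21* CPM per class, 38 moved. The cause of the changes below was not tested.

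The dendritic cell-like level was above that of the neutrophil, Ly6C-high monocyte and macrophage-like classes together, or of those among them that had a name, in all 14 settings. No filter and the first naming limits left no neutrophil-like class, and resolution 0.3 no Ly6C-high monocyte-like class. The ratio moved to 6.82 at resolution 0.3, 17.4 with doublet calls removed, 14.5 with no filter, 12.1 at a mitochondrial limit of 10%, 5.37 with classes gated by antibody tags, 11.9 as a mean over cells, 26.4 with the lymphocyte-like clusters taken out, 12.3 with the first naming limits and 3.98 with CD49b-positive cells left out of the tag gates. Against the neutrophil-like class alone the ratio ran from 1.03 to 6.55 over the 10 settings that had that class, and its interval included 1 at resolution 0.3, at a mitochondrial limit of 10% and with CD49b-positive cells left out. The last of these settings reduced the DC gate but not the neutrophil gate.

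The share of dendritic cell-like cells with a *Tbx21* UMI, 2.02% with each cell thinned to 1000 UMIs, moved to 4.79% with tag gates, 4.71% thinned to 2000 UMIs and 22.2% not thinned. Their share of the myeloid *Tbx21* UMIs moved to 22.3% at resolution 0.3, 47.8% with 20 principal components, 63.0% with doublet calls removed, 65.0% at a mitochondrial limit of 10%, 25.3% with tag gates, 76.0% with the lymphocyte-like clusters taken out, 62.6% with the first naming limits and 24.8% with CD49b-positive cells left out. At resolution 0.3 the dendritic cell-like class was only the activated cluster of 132 cells with 42 UMIs, and an unnamed cluster of 1125 cells, with dendritic cell markers as its best list, held 602.

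The share of all *Tbx21* UMIs in NK cell-like and T cell-like classes moved to 86.9% at resolution 0.3, 84.2% with 20 principal components, 81.9% with log-normalized counts, 88.7% with doublet calls removed, 87.0% at a mitochondrial limit of 10%, 49.6% with tag gates, 80.2% with CD49b added to them, 84.8% with the first naming limits and 81.9% with cells counted.

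The share of cells with a *Tbx21* UMI that were CD11c+ MHCII- moved to 36.0% with the ratio within each antibody and 33.3% at the isotype controls.

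In dendritic cell-like cells, the NK cell marker ratio moved to 5.88 without doublet calls and 21.2 at 2 or more *Tbx21* UMIs. Of the 10 genes with the largest ratios, 4 were shared at a minimum of 20 UMIs and 0 with each cell thinned to 1000 UMIs. Of the 10 with the smallest ratios, 1 and 0 were shared. *Tbx21* in the cells gated as Ly6C-low monocytes moved to 5.89 CPM without CD49b-positive cells. Clusters gave no Ly6C-low monocyte value in the main setting, so the planned comparison has only its gated form.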

Differences from the paper's values

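The paper prints no value for the expression or cell numbers of Fig. 3, so no pair of values is compared here. The paper states that DCs and Ly6C Lo-neg monocytes both express *Tbx21* at a high level compared with neutrophils, Ly6C Hi monocytes and macrophages. For DCs the direction here is the same, at 24.3 CPM against 12.1, 1.94 and 2.00 CPM, although the ratio to neutrophil-like cells is 2.01. It is 6.55 with doublet calls removed, but 1.43 at resolution 0.3, 1.45 at a mitochondrial limit of 10% and 1.03 (0.800 to 1.33) with tag gates that leave out CD49b-positive cells, so the direction against neutrophils does not hold beyond the counting error in those 3. The CD49b step left the neutrophil gate unchanged, with 30 *Tbx21* UMIs in NK cell-like, 20 in T cell-like and 44 in unnamed clusters. In the DC gate, the UMIs in NK cell-like clusters fell from 157 to 17. The neutrophil-like cells gated as neutrophils had 11.7 CPM, and the dendritic cell-like cells gated as DCs had 28.5 CPM. With the first naming limits no cluster is neutrophil-like. For Ly6C Lo-neg monocytes no cluster took that name at the study's settings, with at most 3 of 11 markers raised. With doublet calls removed, an alternative set before the data were examined, 1 cluster of 76 cells took it and held 0 *Tbx21* UMIs of 399726, but with a median of 3882.5 UMIs per cell and none of the 11 markers among its 10 leading genes. Gated by antibody tags, another such alternative, the Ly6C-low monocytes had 46.0 CPM against 9.05 CPM in the Ly6C-high monocytes, which is the paper's direction, and 526 of their 631 *Tbx21* UMIs lay in cells of NK cell-like clusters. With CD49b-positive cells left out, a setting chosen after the values were seen, they had 5.89 CPM against 3.00 CPM (2.43 to 3.66). In that setting their level lay below that of the cells gated as neutrophils, which is not the paper's direction. The neutrophil gate lost no cells to the CD49b step, so the gates were not treated alike. Its neutrophil-like cells alone had 11.7 CPM. The names of the clusters were rebuilt, so a difference from the study may come from rebuilt names.

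Fig. 3A labels neutrophils, monocytes, macrophages and DCs and no lymphocytes, and the legend states limited expression in other cell types. Since the legend's title is about myeloid populations, these can be the other myeloid classes. Here the NK cell-like and T cell-like clusters held 86.1% of all *Tbx21* UMIs. That is a share of the whole sample and does not bear on a statement about myeloid classes alone. How the cells shown in the figure were selected is not given in the sources used here.

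The legend places the majority of T-bet in myeloid populations within a distribution thought to contain TMCs. Here 54.8% of the *Tbx21* UMIs of the myeloid classes were in dendritic cell-like clusters (49.6% to 59.9%), which is in the same direction for DCs. This share leaves out the unnamed cluster with mast cell markers, which held 474 *Tbx21* UMIs. Gated by antibody tags, DCs held 25.3% and Ly6C-low monocytes 41.4% of the myeloid UMIs, of which 40.7% and 83.4% lay in cells of NK cell-like clusters. With CD49b-positive cells left out, which did not change the neutrophil gate, DCs held 24.8% and Ly6C-low monocytes 14.8% (11.6% to 18.4%).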

Other observations

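No test in this part was chosen after its result was seen, but the classes rest on naming limits partly set after the first names were seen.

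*Ifng* had 1464 CPM in T cell-like, 616.0 CPM in NK cell-like, 72.7 CPM in dendritic cell-like and 44.3 CPM in neutrophil-like cells. *Il12b* had 277.4 CPM in dendritic cell-like cells and 6.18 CPM or less in the neutrophil, Ly6C-high monocyte and macrophage-like classes. *Il1b* had 2872 CPM in neutrophil-like and 379.6 CPM in Ly6C-high monocyte-like cells, and *Nos2* had 379.5 CPM in macrophage-like cells. *Tlr11* had 6.61 CPM and *Tlr12* 2.95 CPM in dendritic cell-like cells. *Itgax*, which encodes CD11c, had 112.5 CPM in NK cell-like and 51.9 CPM in dendritic cell-like cells. *Ccr2* had 486.0 CPM in NK cell-like and 326.4 CPM in Ly6C-high monocyte-like cells.

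Against Ly6C-high monocyte-like cells, the median log2 ratio of dendritic cell-like cells was -0.54 for 6 IRG genes, -0.61 for 11 GBP genes, -0.89 for 6 oxygen radical enzymes, -0.42 for 7 interferon gamma response genes and 0.29 for 7 MHC class II genes. These stand at percentiles 1.02, 0.24, 0.28, 10.3 and 94.8 of the random lists. The cytotoxic and T-bet program had 2.52 at percentile 100, while neutrophil-like cells had 2.60 at percentile 100 for it and dendritic cell-like over neutrophil-like cells 0.05 at percentile 14.0. These genes include NK cell markers, and NK cell RNA was raised in the cells with a *Tbx21* UMI of both classes, with the 9 NK cell markers at 594.7 against 44.3 CPM in dendritic cell-like and 1819 against 30.1 CPM in neutrophil-like cells. The tissue repair list of Ly6C-low monocytes had 1.88 at percentile 79.7, which was 0.73 with the 2 members that had at least 20 UMIs. That list had -1.11 (percentile 0.33) against macrophage-like and -1.36 (percentile 2.15) against neutrophil-like cells. In neutrophil-like cells the IRG genes had 1.05 (percentile 99.7) and the GBP genes 0.74 (percentile 99.5).

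In dendritic cell-like cells the 10 genes with the largest ratio of cells with to cells without a *Tbx21* UMI were *Mecom*, *Ngp*, ENSMUSG00000121360, *Prf1*, *Gzma*, *Spry2*, *Klrc1*, *Xcl1*, *Klre1* and *Ncr1*. *Mecom* had 165 UMIs against 0. At resolution 1.0 a cluster of 50 cells named ILC1-like had the highest *Tbx21* level of that clustering, 255.9 CPM (212.9 to 305.1), and *Mecom*, at 1170 CPM, was among its leading genes, which was looked up after the values were seen. *Prf1* had 84.1 against 3.06 CPM, a ratio of 27.5 (17.1 to 46.7), and *Gzma* had 272.7 against 11.4 CPM, a ratio of 23.8 (18.6 to 30.9). The smallest ratios were those of *Hspb1*, *Serping1*, *Slc27a3*, *Ccl24*, *Mt2*, *Ighg2b*, *Synpo2*, *Cped1*, *Gm15056* and *Gm36975*.

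The clusters with *Tbx21* at over 2 times the CPM of all cells were the NK cell-like pair and the T cell-like clusters of 421 and 349 cells. The larger NK cell-like cluster was led by *Klra8*, *Klra9*, ENSMUSG00000121359, *D5Ertd615e*, *Gzmc*, *Klra4*, *Prf1*, ENSMUSG00000121360, *Styk1* and *Gm4956*. The smaller was led by *H1f5*, *Neil3*, *Kif11*, *Cenpf*, *Depdc1a*, *H2ac24*, *Aspm*, *Depdc1b*, *Knl1* and *Prc1*, most of them genes of cell division. The T cell-like cluster of 421 cells was led by *Trgc2*, *Cd8a*, *Mt3*, *Ikzf2*, *Cd8b1*, *Trgv2*, *Trac*, *Cd3e*, *Gm44174* and *Cd3d*. The T cell-like cluster of 349 cells was led by *Ly6c1*, *Lgals7*, *Npas2*, *Cxcr6*, *Cd40lg*, *Il23r*, *Adam12*, *Cd4*, *Gm14718* and *Abtb3*.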
